A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

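Tail DNA of 8 mice of 1 family was examined by array comparative genomic hybridization (array CGH), in which the DNA of a mouse and of a reference mouse are labelled with different dyes and hybridized to the same array of oligonucleotide probes. The family was the sire, the dam and 6 progeny from the non-irradiated control arm of a study of male mice exposed to gamma-rays at 20 mGy per day for 400 days, and here the dose to the sire was 0 mGy. Each mouse was hybridized against the same C57BL/6 reference male on 2 arrays, once with the mouse in Cy3 and once in Cy5, so that the 16 arrays made 8 replicates, 1 per mouse. The 2 arrays of a mouse carried the same pair of DNA samples and were treated as 1 replicate. Samples were placed in the groups sire, dam and progeny from their labels alone, and no sample was left without a group. The series design text names the parents of a family D, while the title and the sample labels name family I; the sample labels were followed, and every call of an inherited or de novo change rests on them. The series holds the first array screen of this family; the second array screen and the quantitative PCR that the study used to test its candidates were not analysed here, so every change below is a first-screen candidate.

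The deposited scanner files were made by the authors with Agilent Feature Extraction 10.7.1.1, and per the file headers the probe positions are those of mouse build mm9. Per the file headers, the spot intensity in each channel was background-subtracted, spatially detrended and scaled by a linear dye normalization within the array. The deposited log ratio is the log10 of the Cy5 over the Cy3 intensity. Other deposited columns hold marks per spot for outliers, saturation and signal well above background. A second deposited table by the authors holds log2 ratios per spot; set against the scanner values, each column ran as reference over mouse (r from 0.994 to 1), with column medians from -0.01 to 0.02. It differed from the scanner ratios by a constant on 5 arrays and by a small further correction on the others, whose source was not given in the sources used here. All signed values below run as mouse over reference, which is opposite to that table.

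From these files, each log ratio was turned to mouse over reference by the labelled dyes, converted to log2 and centred on the autosomal median of its array. Control spots and spots marked as non-uniformity or population outliers were left out, no spot was saturated, and spots of the same probe were averaged. This gave 950749 probes, of which 950622 were autosomal, 68 lay on chromosome X and 23 on chromosome Y; 36 on unplaced sequence were not used. The median distance between neighbouring autosomal probes was 2053 bp (10th to 90th percentile 1340 to 3611 bp).

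The rule for a positive probe followed the study's methods. An autosomal probe was positive in a mouse if both arrays gave a log2 ratio over 0.8 in size in the same direction, or if 2 adjacent probes both gave over 0.5 on both arrays. A positive probe in a progeny mouse was a de novo candidate if neither parent was positive there in that direction. Positive probes with at most 1 other probe between them were joined, and a region needed 2 or more positive probes. A probe was private to a mouse if it was positive in that mouse alone of the 8. Mean numbers of private probes in progeny and parents were compared by a two-sided exact permutation test over the 28 choices of 2 mice. Limma 3.58.1 in R 4.3.3 (lmFit and eBayes, one value per mouse) was fitted to 949612 autosomal probes free of outlier marks on all arrays; it tested the progeny mean against 0 and the progeny mean against the parents, with Benjamini-Hochberg adjustment and a threshold of 0.05. Sex-linked probes were compared between the dam and the mice labelled male by a two-sided exact permutation test. The noise of an array was measured as the spread of differences between neighbouring probes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 did the rest. Intervals of shares are 95% Clopper-Pearson intervals.

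Named regions and probes were chosen by rules fixed before the data were examined: the 20 de novo candidate regions with the most positive probes, the shared regions (up to 20) with the most positive probes, 2 single-probe candidates per progeny mouse with the largest smaller value of the 2 arrays, and up to 10 limma probes per direction. The rule gave no order among equal counts. Of the 31 candidate regions with 2 positive probes, those with the largest mean log2 ratio in size filled the 20. The wider borders of the regions were found with windows of 5 probes whose mean exceeded 0.4 on both arrays, which can take in probes beside a change. The chromosome 4 gain was therefore trimmed to the probes from the first to the last with a mean over 0.25 in the mice called, a step chosen after seeing the data. The alternatives were a normexp background correction (offset 50, on the median signals, since mean spot signals were not used here), no centring, the deposited log2 table, outlier marks ignored, only probes well above background, other thresholds (1.0 with 0.6, and 0.6 with 0.4), the single-probe rule alone, the mean of the 2 arrays, a parent limit of 0.3, ratios to the parents, arrays as observations, and each parent or progeny mouse left out. Others were chosen after seeing the data: windows of 5 probes for shared regions, removal of the dye bias of each probe, a filter on the reference channel, a filter by the other 7 mice, the scan day as a random block, array quality weights, and the family without the 2 mice labelled male whose sex-linked probes opposed the label. The reference annotation supplied was of another build than mm9 and coordinates were not converted, so regions are given by position without genes, and 2 planned results that needed genes (overlap with gene lists, and antigen receptor loci) were not run.

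The rule was tested on simulated arrays of 950622 probes for the de novo comparison, with Gaussian noise at the measured spread of each array and a dye bias with an SD of 0.18. All probes of an array had the same noise, so probes close to background were not simulated and the rates below do not cover them. False calls of the rule are not given here. Of 200 simulated losses with a log2 ratio of -1, 56.5% were found at 1 probe, 80.5% were found as regions at 2 probes and 99.5% at 5 probes. Of 200 simulated gains with a log2 ratio of 0.53, 16% were found as regions at 5 probes and 98.5% at 76 probes, each as 3.27 separate regions on average. In simulated values for the family against the reference, limma recovered 100% of 200 probes shifted by 1, and 2.44% of its calls were false. For progeny against parents it recovered 95.5% of such probes, but 19.4% of its calls were false, well over the nominal level, with the parents' arrays as noisy as measured; the false share was 6.64% with equal noise on all arrays and 7.04% with array quality weights. The fit was kept as planned. No data without shifted probes were simulated, so this excess is a caution for its calls below and not a rate for them. The number of arrays limits the precision of every value.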

Results

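The data are 16 arrays from 8 mice: a sire, a dam and their 6 progeny (F1 mice), each measured against 1 reference male in both dye orientations. There was 1 mouse for each parent, so values of the sire and of the dam carry no error between mice. The share of spots well above background in both channels ran from 95.2% to 99.8% per array, and the spread between neighbouring probes from 0.23 to 0.31 on the log2 scale. The arrays were scanned on 4 days, with the sire and dam on the first day, progeny 1 and 2 on the second, progeny 3 and 4 on the third, and progeny 5 and 6 on the fourth. The generation therefore could not be separated from the first scan day.

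The first question was which copy number changes ran in the family. A gain on chromosome 4 (mm9, 101110482 to 101270535, 74 probes, 160054 bp) was measured in the sire and in 4 of 6 progeny. The mean log2 ratio over its probes was 0.54 in the sire, 0.53 in progeny 2, 0.52 in progeny 3, 0.53 in progeny 5 and 0.58 in progeny 6, for a mean of 0.54 ± 0.02 (SD, n = 5), a 1.45-fold ratio to the reference. The dam, progeny 1 and progeny 4 had -0.01 ± 0.02 (SD, n = 3). The share of progeny with the gain was 66.7%, with a Clopper-Pearson interval of 22.3% to 95.7%. The nearest probes outside the gain started at 101107131 and 101274108 and lay between -0.17 and 0.22 in these 5 mice; windows of 5 probes had included both, for 76 probes. By the study's rule only 9 to 16 of the 76 probes were positive in each of the 5 mice, since the ratio lay close to the threshold for adjacent probes, and the rule returned the gain as several short regions. Over the 76 probes the mean of the 5 mice was 0.53, and 0.41 with normexp background correction.

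**Figure D1:**
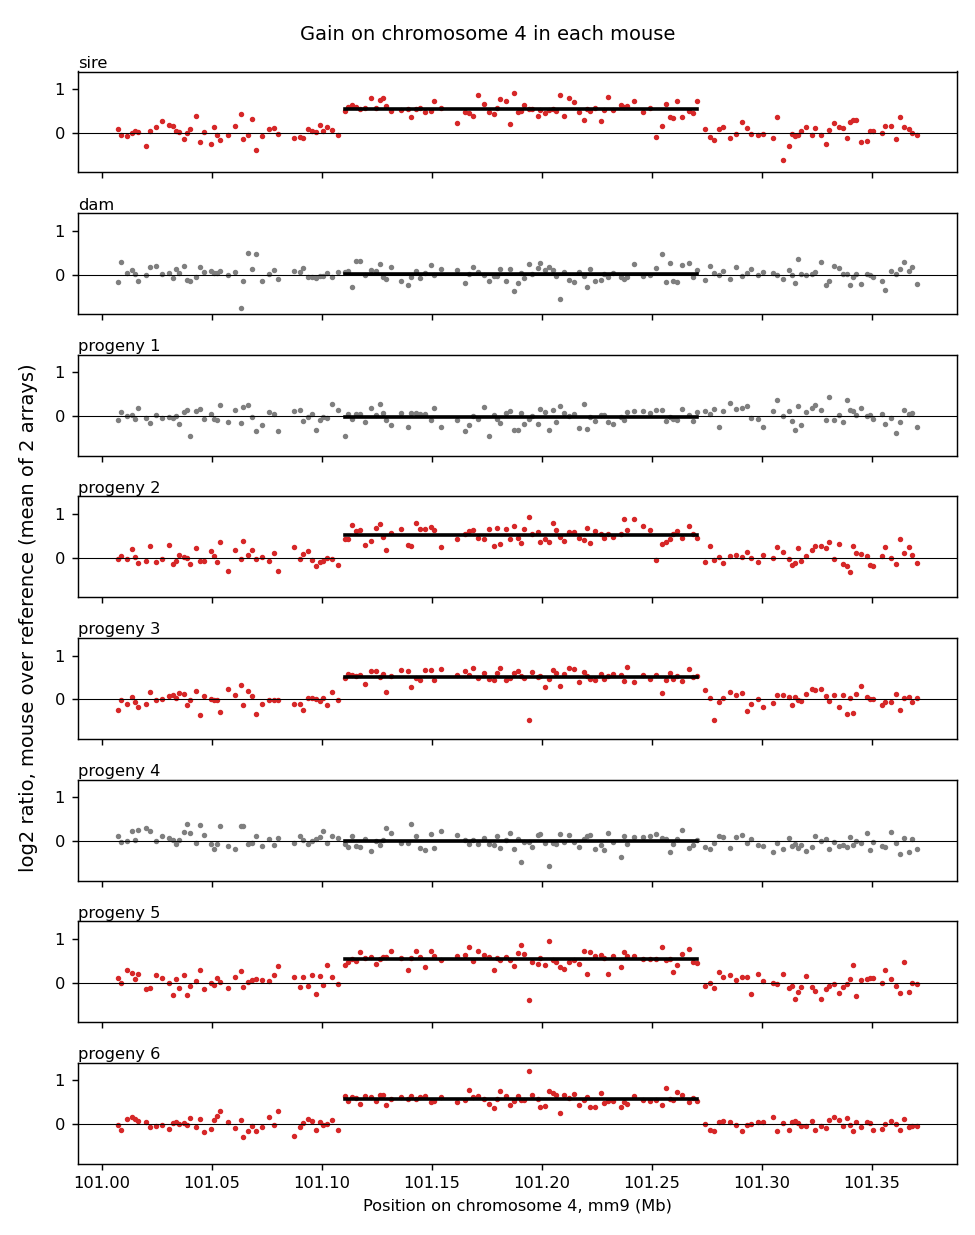
Mean log2 ratio of mouse over reference (y axis, mean of 2 arrays) against the position on chromosome 4 in Mb (x axis, build mm9), 1 panel per mouse; each point is a probe and the black line is the mean over the 74 probes of the gain. The sire and progeny 2, 3, 5 and 6 (red) lie near 0.54 inside the region, and the dam and progeny 1 and 4 (gray) lie near 0.

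Other regions were shared by the dam and her progeny. A loss on chromosome 12 (114953499 to 114971279, 7 probes) was present in the dam with a mean log2 ratio of -0.70, in progeny 2 with -0.85, in progeny 4 with -0.76, in progeny 5 with -0.87 and in progeny 6 with -0.77, while the sire, progeny 1 and progeny 3 lay between -0.07 and 0.00. On the same chromosome a gain (96473202 to 96478277, 3 probes) was called in the dam at 0.76 and in progeny 2 at 0.70; progeny 4 had 0.58 and progeny 5 had 0.61 there without passing the rule. A loss of 2 probes on chromosome 10 (8067332 to 8068969) was called in the dam at -1.05, progeny 4 at -1.01, progeny 5 at -1.03 and progeny 6 at -0.94; progeny 1 had -0.63 and was not called. A loss of 4 probes on chromosome 3 (25417435 to 25444229) was called in the dam at -1.46, progeny 5 at -1.47 and progeny 6 at -1.53, and the other 5 mice lay between 0.02 and 0.12. Its probe at 25420976 had -2.41 in progeny 5 and -2.46 in progeny 6, below the -1 of 1 copy lost, and the 3 mice were those with Y probe means of -2.35 to -2.54.

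In all, 69 regions of 2 or more positive probes were found over the 8 mice, 28 gains and 41 losses. By the rule, 60 were called in 1 mouse alone and 9 in more than 1. Of the 60, 4 lay inside the chromosome 4 gain, where the sire and progeny 2, 3, 5 and 6 all had means between 0.30 and 0.75. The 9 comprised 3 in sire and progeny and 2 in progeny alone, all 5 inside the chromosome 4 gain, and the 4 shared with the dam given above. No region was present in all 8 mice (0 of 69). The count of shared regions fell to 4 under normexp background correction and rose to 20 when the mean of the 2 arrays was used.

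**Figure D2:**
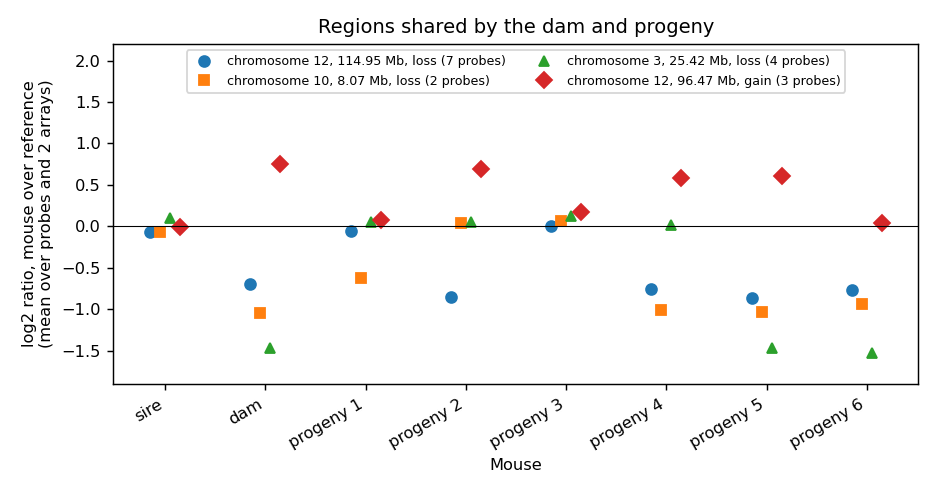
Mean log2 ratio of mouse over reference (y axis, over the probes of the region and 2 arrays) for each mouse (x axis) in the 4 regions shared by the dam and progeny, with 1 symbol per region. The losses on chromosome 3 in the dam and progeny 5 and 6 lie near -1.5, and the chromosome 12 losses lie between -0.70 and -0.87.

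Sex-linked probes were compared with the labels. The dam, labelled female, had a mean log2 ratio of 0.93 over the 68 X probes and -2.35 over the 23 Y probes. The sire had 0.00 and -0.01, and progeny 1 to 4, all labelled male, lay between -0.04 and 0.05 on X and between -0.04 and 0.05 on Y. The mouse labelled male as progeny 5 had 0.93 on X and -2.54 on Y, and the mouse labelled male as progeny 6 had 0.95 and -2.47, values like those of the dam and against their labels. With both kept among the 7 mice labelled male, whose mean was 0.27 on X, the dam differed by 0.66 on X (exact permutation p = 0.25) and by -1.64 on Y (exact permutation p = 0.375); both tests were two-sided, and the smallest p that 8 mice allow is 1 in 8. The mean over these 7 mice pools 2 with values like the dam's and 5 with values near 0. These p-values therefore do not test the labels. Without progeny 5 and 6 the differences from the other 5 mice labelled male were 0.93 and -2.36, each with the smallest exact permutation p possible there, 0.167.

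**Figure D3:**
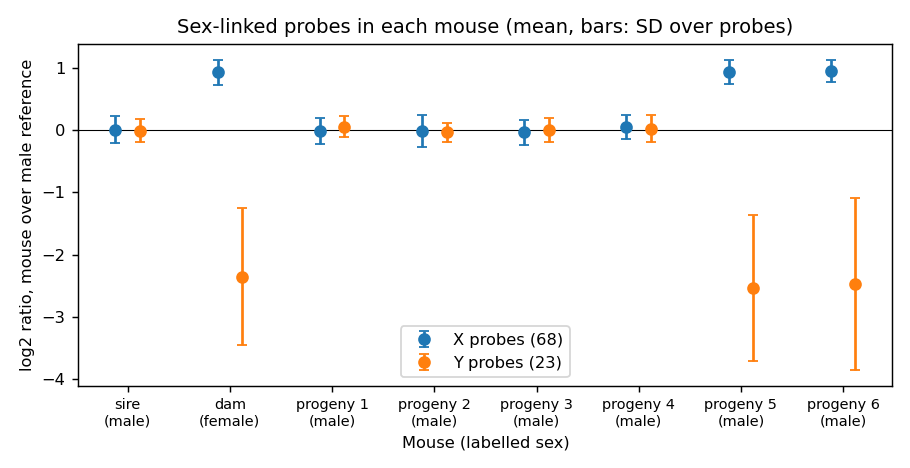
Mean log2 ratio of mouse over the male reference (y axis) over the 68 X probes (blue) and the 23 Y probes (orange) for each mouse with its labelled sex (x axis); bars are the SD over probes. The dam and the mice labelled male as progeny 5 and 6 have X means of 0.93 to 0.95 and Y means of -2.35 to -2.54.

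The next question was how many de novo candidates the first screen gave in the progeny of a non-irradiated sire. De novo candidate probes numbered 1344 over the 6 progeny, 738 gains and 606 losses, which was 91.7% of their positive probes. Per mouse there were 232 in progeny 1, 273 in progeny 2, 229 in progeny 3, 255 in progeny 4, 290 in progeny 5 and 65 in progeny 6 (224 ± 81.4, SD, n = 6). Of these 1258 stood alone. Run only on probes well above background in both channels of both arrays, the rule gave 244. The count fell to 60 with normexp background correction and rose to 7478 with the mean of the 2 arrays.

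Candidate regions of 2 or more probes numbered 35, 24 gains and 11 losses, and 15 of the 24 gains lay inside the chromosome 4 gain of the sire. The 4 regions of 3 positive probes were all of this kind, such as 101188875 to 101191912 in progeny 5 with a mean log2 ratio of 0.72, where the sire had 0.53. Outside chromosome 4 there were 20 regions, each of 2 positive probes. Requiring both parents to lie under 0.3 in the direction of the change kept 15 of the 35, 8 gains and 7 losses, and in 5 of these every probe was well above background. Those 5 were singled out after their values were seen: gains on chromosome 9 (100006709 to 100010131, 0.76, progeny 5), chromosome 12 (29777810 to 29779737, 0.74, progeny 2) and chromosome 8 (11902765 to 11904511, 0.61, progeny 1), and losses on chromosome 16 (79697949 to 79703452, -0.70, progeny 4) and chromosome 14 (101777273 to 101779426, -0.60, progeny 2).

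Among the other regions named by the rule, the largest gains were on chromosome 15 (80851130 to 80855397) with 1.31 in progeny 3 and on chromosome 17 (74713298 to 74714878) with 1.22 in progeny 5, where the dam had 0.44. The largest losses were on chromosome 12 (110460198 to 110476145) with -1.12 in progeny 3, chromosome 11 (76357341 to 76361590) with -1.03 in progeny 6 and chromosome 14 (59445371 to 59448371) with -0.92 in progeny 4. In each of these 5 regions at least 1 probe was not well above background. No progeny mouse (0 of 6) had a candidate region of 4 or more positive probes, which allows a share of up to 45.9% (Clopper-Pearson). Of the 1258 single-probe candidates, 2 per progeny mouse were named by the smaller value of the 2 arrays. These 12 ran from a log2 ratio of 2.09 on chromosome 1 (141580346 to 141580405) in progeny 1 to -2.22 on chromosome 1 (4805331 to 4805390) in progeny 3, and none of the 12 lay at a probe well above background on both arrays of its mouse.

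Positive probes of any kind were counted to give the background of the rule. There were 766 in the sire, 540 in the dam, 243 in progeny 1, 290 in progeny 2, 244 in progeny 3, 266 in progeny 4, 328 in progeny 5 and 95 in progeny 6, in total 1329 gains and 1443 losses. Over the 8 mice, 10208 calls met the full rule with opposite directions on the 2 arrays, against 2772 in the same direction. After the dye bias of each probe was removed, 2606 met it in opposite directions and 3792 in the same direction. The removal takes out the median difference between the 2 dye orientations over the mice. A fall in opposite-direction calls therefore follows from its construction. Of the 2772 positive calls, 84.9% lay at probes not well above background on the mouse's arrays, and the rule run only on probes above it in both channels gave 392.

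**Figure D4:**
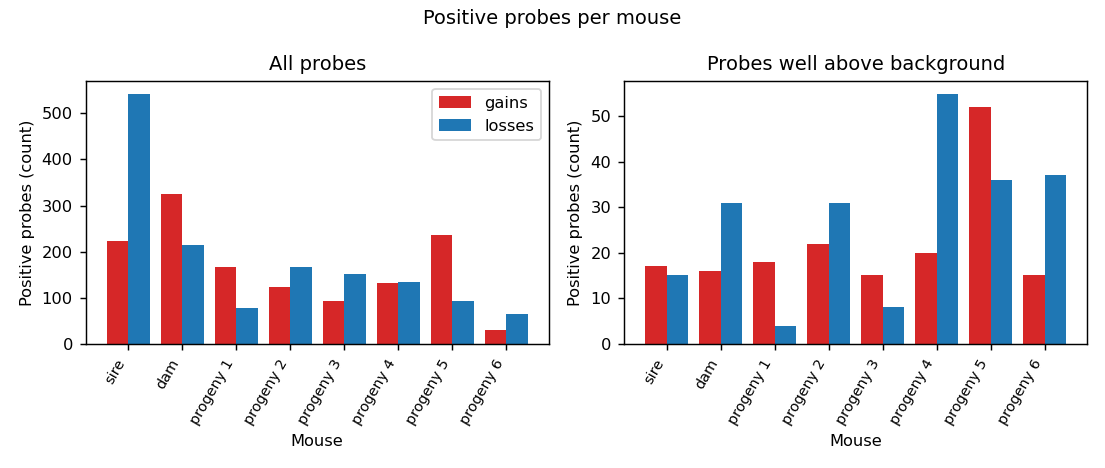
Number of positive probes per mouse (y axis, gains in red and losses in blue) for each mouse (x axis), over all probes (left) and over probes well above background in both channels of both arrays (right). The sire has 543 losses over all probes and 15 over probes well above background.

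Private positive probes were more frequent in the parents (570.5 ± 159.1, SD, n = 2) than in the progeny (190.2 ± 73.2, SD, n = 6). The difference of -380.3 was the largest in size of the 28 splits (exact permutation p = 0.0357, two-sided). The parents were scanned on a day of their own, so no within-day value of this difference exists. Over probes well above background the direction turned, with 35.2 ± 22.8 (SD, n = 6) in the progeny and 21.5 ± 4.95 (SD, n = 2) in the parents (exact permutation p = 0.571). With normexp background correction it turned too, but there the mean was 0 in the parents and 8.67 in the progeny. The filter on probes well above background uses the mouse's own channel, in which a loss lowers the signal, and gave the sire 15 losses against 543 over all probes. Filters chosen after seeing the data kept the direction. With the reference channel alone well above background the difference was -115 (exact permutation p = 0.0357), but a low reference signal raises the ratio, and this filter gave 175 gains against 1329 over all probes, and 813 losses against 1443, so it favors mice with many losses such as the sire. Over probes well above background in the other 7 mice the difference was -66.5 (exact permutation p = 0.0714). Under both of these filters the excess lay mostly in the sire. By the reference channel the sire had 270 private probes, the dam 108 and progeny 4 104. By the other 7 mice the sire had 125 and the dam 51, fewer than the 58 of progeny 4.

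The 2 arrays of a mouse were compared after both were turned to mouse over reference. Pearson's r across autosomal probes, which are not independent replicates, was -0.303 at the median over the 8 mice (-0.445 to -0.232). Arrays of different mice in one dye orientation gave 0.348 at the median (0.284 to 0.467, 56 pairs). After the dye bias of each probe was removed, the median r between the 2 arrays of a mouse was 0.0763.

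Over all autosomal probes, 2 differed between the progeny and the reference in limma. A probe on chromosome 13 (95707465 to 95707524) was higher by 1.92 on the log2 scale (SE 0.104, adjusted p = 0.000895) and a probe on chromosome 7 (49495489 to 49495548) by 0.90 (SE 0.0606, adjusted p = 0.00439). Both were higher than the reference in 8 of 8 mice and well above background on all arrays. With eBayes fitted with a trend, or after normexp background correction, limma called 0 probes, with 59051 and 86257 at an unadjusted p under 0.05. The planned fit had 70151. Chance alone puts a share of 0.05 of the 949612 probes tested under that p, so these counts are not counts of changed probes. Other settings called more: 5 over probes well above background (3 lower) and 14 with arrays as observations (6 lower). The fit over all 8 mice called 8 (5 lower than the reference).

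Between progeny and parents, limma called 1 probe, on chromosome 6 (123644742 to 123644801), lower in the progeny by -1.60 (SE 0.13, adjusted p = 0.0359). Of 949612 probes, 63341 had an unadjusted p under 0.05, where chance alone puts a share of 0.05. The sire had 1.43 and the dam 1.61, and the progeny lay between -0.24 and 0.25, lower in 6 of 6 mice. This probe was not well above background on any array of either parent, in the reference channel as well. With array quality weights limma called 0 probes, with 49285 at an unadjusted p under 0.05. The fit called too many probes on simulated data with unequal array noise and 200 shifted probes, where 19.4% of its calls were false.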

Values the study reported

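For the whole study, de novo deletions were reported in 7.1% of non-irradiated F1 mice (11 of 156) and in 20.4% of F1 mice of irradiated sires (29 of 142). Deletions with 2 or more positive probes in the first screen were reported in 5.1% (8 of 156) and 15.5% (22 of 142) of these mice. These values count changes that passed the second screen and quantitative PCR.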

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

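The tests of background and of noise among the progeny and the splits of the private counts were chosen only after the result was seen. So were all tests of the shared losses and of the chromosome 4 pieces. The ratio test, the scan day test and the splits of the limma fit were planned. The removal of dye bias that the ratio test uses was itself added after the data were seen.

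Progeny 6 stood apart from the other progeny in 4 of 19 measures, by the gap to its nearest neighbour relative to the range. For a single measure chance gives about 1 in 20. The 4 measures are not independent, since private and candidate probes are both counted among the positive probes, so they are not 4 separate departures. Progeny 6 had 95 positive probes, 46 private positive probes, 65 de novo candidate probes and a spread between neighbouring probes of 0.23, the lowest of the 6 progeny in each. Its candidate regions, 5, were within the range of the others (3 to 8), but 4 of the 5 lay inside the chromosome 4 gain. With each parent under 0.3 it had 1 region, against 2 to 3 in the other progeny.

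The excess of private positive probes in the parents was set against array noise, dim probes and the scan day; 1 of the 28 splits, the real one at -380.3, gave a difference as large (highest other 239), which repeats the test of the report and adds nothing to it. The ratio of private positive probes to probes over the threshold in opposite directions, both after removal of dye bias, was 1.11 ± 0.07 in parents and 1.13 ± 0.22 in progeny (exact permutation p = 0.964), so array noise is a candidate explanation. Dim probes, 5.04% ± 1.38 in parents against 1.42% ± 0.61 in progeny, stay open: over probes well above background in the other 7 mice the difference was -66.5, but that filter removed most calls, and the means of 88.0 and 21.5 were 4.09-fold apart against 3.0-fold over all probes. The mean of 88.0 joins 125 in the sire and 51 in the dam, and progeny 4 had 58. Over the 6 progeny private probes and spread gave r = 0.902 (permutation p = 0.142, adjusted p = 0.16 over 2 relations) and rho = 0.257 (permutation p = 0.658, adjusted p = 1), and r = 0.538 without progeny 5 and 6; dim probes gave r = 0.78 (permutation p = 0.16, adjusted p = 0.16), rho = 0.0286 (permutation p = 1) and r = -0.768 without progeny 1 and 6, so both relations rest on the mice left out. Scan day cannot be told apart from generation: progeny days differed by at most 70.0 private probes and mice of a day by 200, which met the bound set against scan day, yet that bound was wrong by design because no progeny were scanned on the first day; a biological difference of generation was not tested.

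The losses shared by the dam, progeny 5 and progeny 6 were set against a shared scan day, deletions passed on from the dam, and probes that also read Y-linked sequence. Of 24 probes lost in both progeny 22 were lost in the dam, scanned on another day, which argues against a shared scan day; and 3 of the 23 probes in 13 chromosomes under -0.4 in the 3 mice and within 0.2 of 0 in the others lay under -1.5 in both progeny (chromosome 3 at 25420976, chromosome 9 at 35857910 and chromosome 16 at 40851536) with the sire near 0, below the -1 that deletions of the dam would leave there. Probes positive as losses in exactly these mice numbered 18, against 1 at most in any other of the 56 sets of 3 mice and 1 in the other 14 sets of the dam and 2 progeny together, which argues against unlinked deletions passed on by chance for these 18; by the mean-ratio limits the other 14 sets held 37 together, more than the 23 here, with 7 at most in 1 of them and 13 in the next of all sets. The same limits gave these 3 mice 14 probes of gain, the most of the 56 sets (next 9), which reading of Y-linked sequence does not predict. These gains were set against no cause, and the same 3 mice are those with X means of 0.93 to 0.95. Reading of Y-linked sequence may account for part of the losses, since the 3 mice are those with Y means of -2.35 to -2.54. No probe sequence was matched to a genome, and no biological explanation was tested.

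The de novo candidate regions inside the chromosome 4 gain were set against a gain of the sire that the thresholds split into pieces and against array noise. Over the probes of these 15 regions the sire had a mean log2 ratio of 0.53 ± 0.12 (SD over 34 probes) and the dam 0.02. The mean of the sire met the bounds set for a split gain and against array noise. The gain was itself called in the sire, however, and these regions were grouped by lying inside it. That mean was therefore largely set by the choice of regions and cannot decide against array noise. The regions may be pieces of an inherited gain at which the sire fell just short of the rule. Applied to 200 simulated gains of 76 probes, the rule gave 3.27 pieces per gain found. Those gains were placed in 1 progeny mouse each with none in the parents. They show that the rule splits such a gain, but no inherited gain was simulated.

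In limma's comparison of progeny with parents, 1 of the 28 splits of the mice, the real one, gave 1 probe or more, and the highest of the others gave 0 (up to 62684 probes at an unadjusted p under 0.05, against 63341). The real split alone puts both mice with the noisiest arrays in the small group, so the splits do not exclude chance for the 1 probe. The share nevertheless met the bound set against chance. On simulated data with such noise the fit gave 46 false calls, but beside 200 shifted probes. No data without shifted probes were simulated, so that number cannot be carried over to a fit with 1 call. Its count was 0 without any of progeny 2 to 6 (55656 to 62899 at an unadjusted p under 0.05), 39 without the sire and 37 without the dam.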

How the results depend on the processing

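The filters by the reference channel and by the other 7 mice, removal of dye bias, the scan day block, array quality weights, windows of 5 probes for shared regions, and the family without progeny 5 and 6 were chosen only after the result was seen. Of 152 alternatives, 119 planned and 33 added, 90 kept direction and side of the threshold or stayed close, 57 moved a value, 2 weakened a test and 3 reversed a direction. The 90 do not measure stability, since some of them could not move. With so few mice the exact p of the dam's difference on X or Y cannot fall under 0.05. Removal of dye bias cancels in the mean of the 2 arrays. Leaving out a parent does not alter the fit of the progeny against the reference. Where no cause is given below, the cause was not tested. No paired analysis was possible because no mouse of the 2 generations is matched to another. Overlap with gene lists and antigen receptor loci were not run.

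Against 2772 positive probes, 1344 de novo candidate probes, 35 candidate regions and 9 shared regions, normexp gave 130, 60, 9 and 4, the thresholds 1.0 and 0.6 gave 973, 462, 9 and 4, and the mean of the 2 arrays gave 15001, 7478, 285 and 20. The thresholds 0.6 and 0.4 gave 9851, 4988 and 106 for the first 3 counts, probes well above background 392, 244 and 23, the reference channel filter 988, 481 and 23, and the filter by the other 7 mice 428, 150 and 15. The single-probe rule alone left 1 candidate region and 2 shared regions, which follows from its construction, and 4 or more probes left 4 shared regions. Candidates fell to 664 probes and 15 regions with each parent under 0.3, and rose to 5633 probes and 162 regions as ratios to the parents. Without progeny 5 and 6, 22 candidate regions were left, since fewer mice were counted. Leaving out 1 parent gave 1382 to 1422 candidate probes and 39 to 47 regions. Normexp shrank the ratios: the mean of the dam was 0.45 against 0.93 on X and -0.44 against -2.35 on Y. Fewer probes could then pass the fixed thresholds.

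The difference in private positive probes, -380.3, reversed to 8.67 with normexp (exact permutation p = 0.214), where the mean was 0 in the parents and 8.67 in the progeny. It reversed to 13.7 over probes well above background (exact permutation p = 0.571). The difference weakened to -66.5 under the filter by the other 7 mice (exact permutation p = 0.0714), with means of 88.0 in parents (125 in the sire, 51 in the dam) and 21.5 in progeny. It weakened to -373 without progeny 5 and 6, where an exact permutation p of 0.0667 is the smallest possible. The correlation between the 2 arrays of a mouse reversed from -0.303 to 0.0763 when dye bias was removed, which its construction explains. The difference of the dam on X and Y kept its direction under all 4 alternatives run.

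For the progeny against the reference, limma called 2 probes, and 0 with normexp (86257 at an unadjusted p under 0.05) or a trend (59051), 5 over probes well above background, 14 with arrays as observations and 8 over all 8 mice. Leaving out 1 mouse gave 1 to 3 probes: 1 without progeny 2 or without progeny 3, and 3 without progeny 4 or without progeny 6 (from 59990 to 74857 at an unadjusted p under 0.05).

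For progeny against parents, limma called 1 probe, and 0 with normexp (59627 at an unadjusted p under 0.05), over probes well above background (57656), with a trend (63501), with array quality weights (49285) and without progeny 5 and 6 (53606). The scan day as a block gave 3. Leaving out 1 mouse gave 0 to 39 probes: 39 without the sire and 37 without the dam, where the lone parent is assumed to vary like the progeny, and 0 without progeny 2 (62709), progeny 3 (60042), progeny 4 (60762), progeny 5 (62899) or progeny 6 (55656). Of the positive calls, 84.9% lay at dim probes, but that mark uses both channels, so a loss can itself make a probe dim. How far signal over background limits the counts of single probes was not tested.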

Other observations

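The reading of the family's regions in this part was chosen only after the results were seen. On chromosome 12 the loss from 114953499 and the gain from 96473202 were both high in size in progeny 2, progeny 4 and progeny 5, as in the dam; progeny 6 had the loss (-0.77) without the gain (0.04), and progeny 1 and 3 had neither. With windows of 5 probes the gain spanned 96448624 to 96495591 (15 probes) and was called in the dam at 0.49, progeny 2 at 0.47, progeny 4 at 0.39 and progeny 5 at 0.48, and the loss spanned 114920951 to 114984273 (12 probes). The mice labelled male as progeny 5 and 6 carried the chromosome 4 gain measured in the sire and the chromosome 12 and chromosome 10 losses measured in the dam.

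Several other windows called in more than 1 mouse were the footprint of 1 extreme probe. In the dam, progeny 5 and progeny 6, the set of mice weighed above for its shared losses, single probes fell on chromosome 6 at 104241394 (-4.31, -4.42 and -4.25), chromosome 3 at 132549431 (-3.11, -3.14 and -3.51), chromosome 9 at 35857910 (-2.87, -2.86 and -2.55) and chromosome 16 at 40851536 (-2.44, -2.51 and -2.78). At none of the other 8 probes of each of these windows did the mean of the 3 mice pass -0.25. On chromosome 13 the window around the probe at 95707465, which differed from the reference in all mice, held no further gain: its other 7 probes had means from -0.07 to 0.13 over the 8 mice.

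Candidate loss regions of 2 or more probes were called in 4 of 6 progeny of this family, and 2 of the 11 regions had each parent under 0.3 and every probe well above background. The share of progeny with a called loss region is higher than the study's share for deletions with as many probes, a difference between 6 mice before further screens and all families after them that was not tested. The study also chose candidates otherwise: software called those with 4 or more positive probes, and smaller ones were picked by eye from the array plots. Neither its main list of such changes nor its list of mice with 4 or more of them names a mouse of this family.

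Between pairs of mice, positive probes shared in the same direction numbered 34 for the dam and progeny 5, 26 for the dam and progeny 6 and 27 for progeny 5 and 6, against 2 to 13 for all other pairs.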
